A study of Homo sapiens with 12 samples. Its data were reported in "IGF2BP3 promotes mRNA degradation through internal m7G modification" (2024).

How the data were processed

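Ribosome profiling (ART-seq) measured ribosome-protected fragments (RPF) and Input RNA in HepG2 cells transfected with siControl or siIGF2BP3. Per the labels, cells were treated with 100 µg/mL cycloheximide for 4 min before lysis, lysates were digested with RNase I, and RPFs of 28 to 30 nt were cut from a gel, end-repaired, depleted of rRNA and made into small RNA libraries. The same protocol text is attached to the Input samples, so how the Input libraries were made is not described. There were 3 libraries in each of 4 groups, and group and replicate number were taken from the sample labels.

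The authors trimmed reads with Cutadapt, aligned them to hg38 with STAR and counted them per gene with featureCounts; versions and the options for shared or stranded reads are not stated. The deposited values are estimated counts per gene, not scaled to depth, for 58721 genes in each library with versioned Ensembl identifiers and hg38 exon coordinates. Many are fractions, as counting gives when a read with several alignments or genes is split between them. Between 31.8% and 33.3% of the genes with a count in an Input library, and between 63.2% and 66.0% in an RPF library, had a fractional value. Genes with near-identical copies (pseudogenes, paralogues) or overlapping neighbours are therefore uncertain, and short footprints are affected more than Input reads. Values were rounded to whole numbers before testing, which changed each library total by at most 0.0445% when absolute changes are summed. Gene names and types came from GENCODE release 44 by identifier without version, which matched 58252 identifiers (99.2%). Unmatched identifiers held 0.526% of all counts. Coordinates are those of the deposited files.

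The 3 comparisons were made with edgeR 4.0.16 (R 4.3.3), each of siIGF2BP3 against siControl. The RNA comparison used the 6 Input libraries, the RPF comparison the 6 RPF libraries, and the TE comparison the interaction of assay and knockdown over all 12 libraries. Genes were filtered with filterByExpr (for TE, in both assays), libraries were scaled with TMM factors (for TE, within each assay), and quasi-likelihood tests with robust dispersion estimates were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The study's own methods name DESeq2 for the TE analysis, and DESeq2 1.42.0 served here as an alternative. DESeq2 gave no adjusted p for 6581 genes in RNA, 3136 in RPF and 4675 in TE, and these genes count neither as called nor as lost calls. Standard errors of log2 fold changes were derived from the estimate and its F statistic. CPM values are counts scaled to the library total, without TMM factors. Means and SDs count siControl RPF replicates 2 and 3 as 1 sample, because over all genes they differed by less than the sampling noise; the tests kept the 3 libraries as designed, and the result with these 2 libraries summed is printed beside the counts of calls.

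Named genes followed a rule fixed before the data were examined, as were the designs, the gene lists and the gene sets. They are IGF2BP1, IGF2BP2 and IGF2BP3, the members of the 2 gene lists, and for each comparison the 4 largest rises and 4 largest falls among called genes with a symbol, a mean of at least 5 CPM (for TE, in each assay) and all 3 siIGF2BP3 libraries on the same side of all 3 siControl libraries. List medians were set against 10000 random lists in which each member was replaced by 1 of its 50 nearest genes in mean expression, as a description. Gene sets (among them cytosolic ribosomal protein genes, interferon-stimulated genes and ATF4 targets) were tested two-sided with camera (preset correlation 0.01) in limma 3.58.1, and again with fry and with camera at an estimated correlation. One gene of the lists and 1 of the 4 sets are not reported here; both stayed in the list medians and in the adjustment. A list of 15 nuclear-retained transcripts was used for 1 check of the closing section. Shares of counts were compared over the 3 libraries of each group by exact two-sided permutation tests in scipy 1.17.1, where 3 against 3 libraries cannot give a p under 0.1. Counting error alone is small at these depths (11219750 to 31510601 counts per library), and reads carried no molecular identifiers, so the spread between replicates is the error used throughout.

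Alternatives were DESeq2, RLE and upper-quartile factors, no filter, a mean of at least 5 CPM, protein-coding genes only, an added absolute log2 fold change of at least 0.58, the replicate number as a block, offsets that remove a per-library trend (span 0.3) on gene length, the leaving out of each library in turn, and for TE a block for each culture, TMM factors over all 12 libraries and limma on log2 ratios with a pseudocount of 0.5. An offset for exon GC content, the summing of RPF replicates 2 and 3, the addition or subtraction of pseudogene counts for IGF2BP3, and both offsets recentred so that the median log2 fold change of all genes was that without an offset, were added after the data were seen. The other alternatives were chosen before. The procedure was tested on simulated counts with the means, library sizes and dispersions of the real libraries and 200 genes changed by 1 on the log2 scale. It recovered 87.5% of them in the RNA design (14759 genes, 10 false calls), 87.0% in the RPF design (20192 genes, 16 false calls) and 84.0% in the TE design (13395 genes, 6 false calls). With no gene changed it called 0, 4 and 0 genes. The simulated libraries were independent draws, with no outlying library like siIGF2BP3 RPF replicate 1 and no near-identical pair like siControl RPF replicates 2 and 3. The RPF and TE rates therefore need not hold for the real libraries. A change of 1 is also larger than the median absolute log2 fold change of the called genes (0.27 in RNA and 0.51 in RPF).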

Results

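Ribosome profiling was performed in HepG2, a human liver cancer cell line, after transfection with a control siRNA (siControl) or an siRNA against IGF2BP3 (siIGF2BP3), an RNA-binding protein of the IGF2BP family. Each condition gave Input libraries, which report transcript abundance, and RPF libraries, which hold the ribosome-protected fragments that remain after RNase I digestion. There were 4 groups of 3 libraries, 12 in total. The total count per library was 12513626, 14797573 and 12601353 in siControl Input replicates 1, 2 and 3, and 11219750, 12897438 and 11356081 in siIGF2BP3 Input replicates 1, 2 and 3. The RPF libraries held 31510601, 21336286 and 21344149 counts in siControl and 13036423, 24217032 and 25482486 counts in siIGF2BP3, in the same order. Protein-coding genes took between 96.2% and 96.6% of the Input counts and between 82.7% and 86.2% of the RPF counts. Values per gene are given as CPM, the count scaled to the same total in every library, and fold changes compare siIGF2BP3 with siControl.

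Replicates were compared first by a chi-square of the counts of each gene with at least 20 counts in a pair, after scaling to depth, where pure counting noise gives a mean near 1. The mean per gene was between 2.05 and 3.54 in the 6 pairs of Input replicates. Over all 19868 genes siControl RPF replicates 2 and 3 gave 0.941, so they differed by less than the sampling noise, while the pairs with siControl RPF replicate 1 gave 2.80 and 2.09. Replicates 2 and 3 of siControl RPF were therefore counted as 1 sample in each mean and SD, which leaves n = 2 for siControl RPF. Over the 4985 genes with whole-number counts in both libraries the mean was 1.05, and over the 12307 protein-coding genes it was 1.06, both slightly above the noise. The chi-square p-values of these means were 0.0106 and 4.54e-07. siIGF2BP3 RPF replicate 1 lay far from the other libraries of its group, with a mean chi-square of 19.8 against replicate 2 and 21.5 against replicate 3, whereas replicates 2 and 3 differed by 1.15.

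The targeted gene was examined in every library. IGF2BP3 (ENSG00000136231, hg38 chromosome 7, 23310209 to 23470467, minus strand, protein-coding) was at 133, 129 and 127 CPM in siControl Input and at 103, 97.9 and 105 CPM in siIGF2BP3 Input. The mean was 129.5 ± 3.42 CPM (SD, n = 3) in siControl Input and 102.0 ± 3.82 CPM (SD, n = 3) in siIGF2BP3 Input, a log2 fold change of -0.39 ± 0.05 (SE, adjusted p = 1.06e-05, edgeR). In the RPF libraries IGF2BP3 was at 74.6, 78.1 and 77.7 CPM in siControl and at 21.9, 28.0 and 25.2 CPM in siIGF2BP3. The RPF mean fell from 76.3 ± 2.32 CPM (SD, n = 2) to 25.0 ± 3.01 CPM (SD, n = 3), a log2 fold change of -1.59 ± 0.08 (SE, adjusted p = 0.000301, edgeR). The change in translational efficiency (TE), the ratio of RPF to Input, was -1.19 ± 0.09 on the log2 scale (SE, adjusted p = 4.65e-07, edgeR interaction term). Within each assay all 3 siIGF2BP3 libraries lay below all 3 siControl libraries. The alternatives that moved the RPF value most used the counts of 2 processed pseudogenes of IGF2BP3. Adding them gave -1.76 and subtracting them gave -1.35. Those pseudogenes, ENSG00000235008 on chromosome 6 (166701094 to 166702839) and ENSG00000213067 on chromosome 7 (56597379 to 56598342), fell by 2.58 and 2.53 in the RPF libraries and carried fractional counts, which reads split between alignments give. The IGF2BP3 footprint values are uncertain to that extent. The IGF2BP3 locus overlaps MALSU1 on the opposite strand. The paralogues IGF2BP1 (log2 fold change -0.07 in RNA and -0.10 in RPF, adjusted p = 0.358 and 0.486, edgeR) and IGF2BP2 (0.04 in RNA and -0.01 in RPF, adjusted p = 0.687 and 0.99, edgeR) were not called. Without siIGF2BP3 RPF replicate 1, IGF2BP1 was called in RPF, at -0.17.

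**Figure D1:**
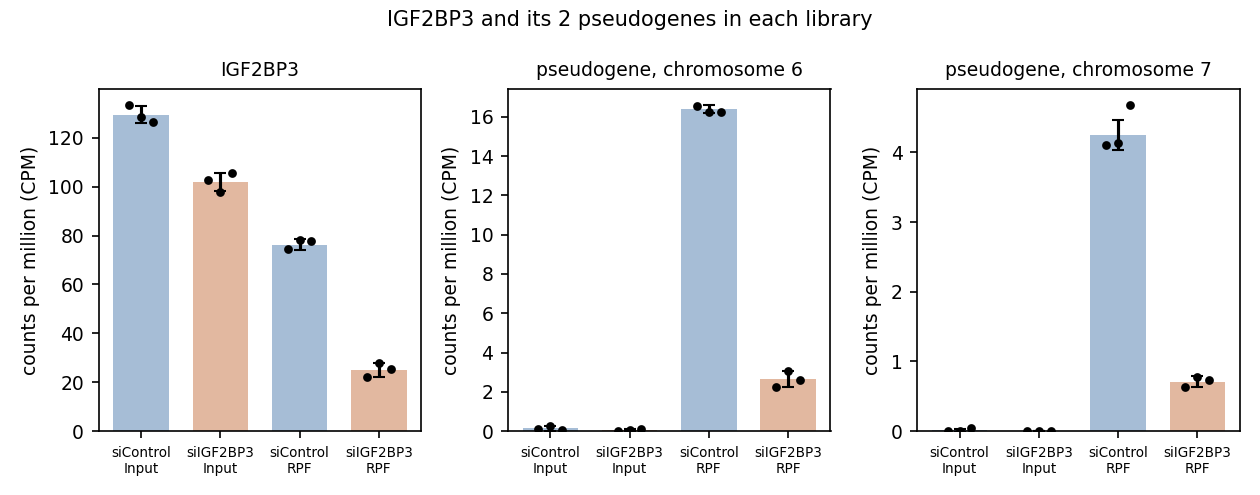
CPM (vertical axis, a separate scale in each panel) of IGF2BP3 and its 2 pseudogenes in the 4 groups; bars are group means, error bars are 1 SD (n = 3, or n = 2 for siControl RPF), and points are the libraries. The siIGF2BP3 RPF libraries sit between 21.9 and 28.0 CPM for IGF2BP3, below all 3 siControl RPF libraries at 74.6 to 78.1 CPM.

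To ask how transcript levels changed after knockdown, the 6 Input libraries were compared. Of 14759 genes tested, 879 had an adjusted p under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), of which 598 rose and 281 fell. Most changes were small, with a median absolute log2 fold change of 0.27 among the called genes. The threshold moved the count most, since 64 genes passed when an absolute log2 fold change of at least 0.58 was also required. Of these 64 genes, 60 rose and 4 fell. The split between rises and falls also depended on the tool, the scaling and the libraries. It was 561 to 334 with RLE factors and 539 to 379 with upper-quartile factors. DESeq2 gave 396 rises and 322 falls, and gave no adjusted p for 118 of the 879 genes, 113 of which had risen. An offset for gene length gave 444 rises and 696 falls, and an offset for GC content gave 507 rises and 710 falls, but these offsets also moved the median log2 fold change of all genes from 0.00 to -0.03 and -0.02. With the offsets recentred on the median without an offset, the split was 578 to 308 for length and 642 to 391 for GC content. Leaving out 1 library at a time gave between 444 genes (without siControl Input replicate 3) and 907 genes (without siControl Input replicate 1, with 470 rises and 437 falls).

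The largest rises in Input that met the rule for named genes were ZNF417, HSPA1B, HSPA1A and ANKMY1. ZNF417 (chromosome 19, 57900296 to 57916610) rose from 3.44 ± 0.82 to 6.79 ± 2.18 CPM (SD, n = 3 each), a log2 fold change of 0.90 ± 0.21 (SE, adjusted p = 0.00973, edgeR), and was not called without siControl Input replicate 3, siIGF2BP3 Input replicate 1 or siIGF2BP3 Input replicate 3, the log2 fold change staying positive in each. Its counts were fractional in all 12 libraries. HSPA1A (chromosome 6, 31815464 to 31817946), a heat shock gene, rose from 134 ± 17.6 to 224 ± 0.61 CPM (SD, n = 3 each), a log2 fold change of 0.69 ± 0.07 (SE, adjusted p = 7.03e-06, edgeR). HSPA1B (chromosome 6, 31827735 to 31830255) rose by 0.69 as well, but both copies carried fractional counts in all 12 libraries, so a part of their reads was shared and their values are uncertain. ANKMY1 (chromosome 2, 240479422 to 240569209) rose by 0.69 ± 0.17 (SE, adjusted p = 0.0174, edgeR) and lost the call without siControl Input replicate 3 and without siIGF2BP3 Input replicate 3. The largest falls were NES, NDUFB6, CRYM and MT-CO3. NES (chromosome 1, 156668763 to 156677397) fell from 24.4 ± 3.27 to 15.3 ± 3.58 CPM (SD, n = 3 each), a log2 fold change of -0.71 ± 0.13 (SE, adjusted p = 0.00126, edgeR). NDUFB6 (chromosome 9, 32552999 to 32573184) changed by -0.47 ± 0.13 (SE, adjusted p = 0.0315, edgeR) and lost the call without any 1 library except siControl Input replicate 2. CRYM (chromosome 16, 21238874 to 21303083) changed by -0.46 ± 0.14 (SE, adjusted p = 0.0482, edgeR) and lost the call with no filter, with protein-coding genes only and without any 1 of the 6 libraries, among others. MT-CO3 (mitochondrial genome, 9207 to 9990) changed by -0.45 ± 0.06 (SE, adjusted p = 9.55e-06, edgeR). DESeq2 gave no adjusted p for ZNF417, ANKMY1, NDUFB6 and CRYM. NES, MT-CO3, HSPA1A and HSPA1B kept their calls in the 17 alternatives tried for each of them in RNA, which leave out the added fold change and the recentred offsets. Counts at loci that overlap another gene are uncertain, which holds for NDUFB6 (SMIM27), CRYM (ANKS4B) and ANKMY1 (RNPEPL1 and DUSP28) on the opposite strand and for MT-CO3 (MT-ATP6) and HSPA1B (the lncRNA ENSG00000285565, at 84.2 CPM in siControl Input) on the same strand.

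Footprint levels were compared over the 6 RPF libraries. Of 20192 genes tested, 336 were called (205 rose, 131 fell; edgeR, adjusted p under 0.05). This count was decided by single libraries. Without siIGF2BP3 RPF replicate 1 it was 3410 genes (1643 rises and 1767 falls), which included all 336, and without siControl RPF replicate 2 it was 11. The 2 siIGF2BP3 libraries left in the fit with 3410 calls differed by a mean chi-square of 1.15, and siControl replicates 2 and 3 by 0.941. With replicates this close to counting noise, 3410 may overstate the genes that differ between cultures. The same limit holds for every other count given without siIGF2BP3 RPF replicate 1. With siControl RPF replicates 2 and 3 summed as 1 library, because over all genes they agree within sampling noise, 14 genes were called. The share of rises also moved with the offsets, from 205 of 336 to 99 of 210 with the length offset and 462 of 1235 with the GC offset. With the offsets recentred it was 112 of 210 and 571 of 1057. Of the 336 genes, 203 were protein-coding, 98 of which rose and 105 of which fell. The calls also held 30 small nuclear RNA genes and 29 microRNA genes, and each of these 59 rose. Neither class is translated, so these counts need not be ribosome footprints. Small nuclear RNA took 2.07 ± 0.09% of the counts in siControl RPF (SD, n = 2) and 3.17 ± 0.93% in siIGF2BP3 RPF (SD, n = 3). The exact permutation p was 0.1 over the 3 libraries of each group.

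**Figure D2:**
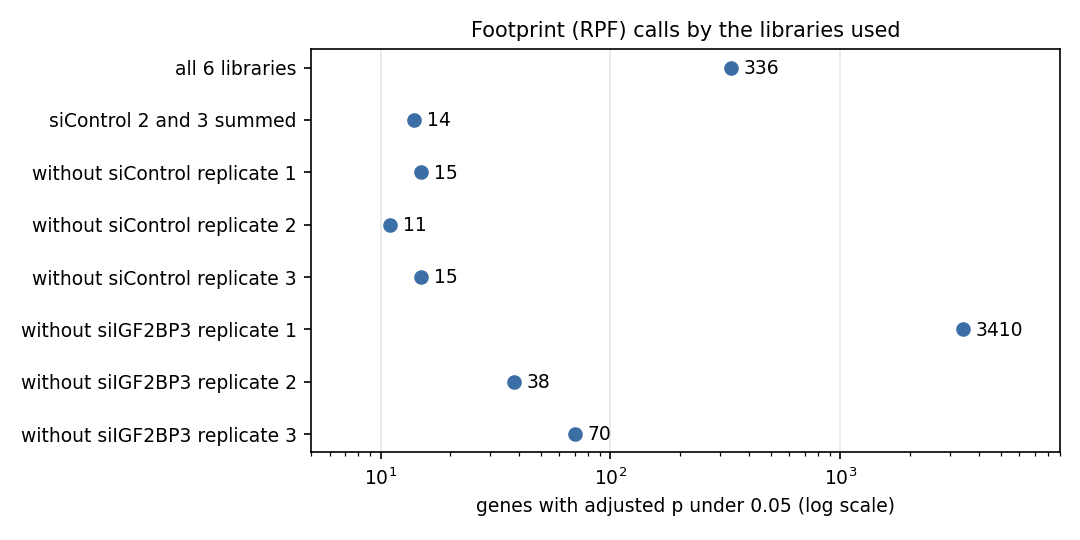
Number of genes with an adjusted p under 0.05 in the RPF comparison (horizontal log axis) with all 6 RPF libraries, with siControl RPF replicates 2 and 3 summed, and with each library left out. The count lies between 11 and 70 when any library but siIGF2BP3 RPF replicate 1 is left out, and is 3410 without that library.

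Beside IGF2BP3, the largest footprint falls were SIK1, CPEB4 and FRK. SIK1 (chromosome 21, 43414483 to 43427189) fell from 25.2 ± 0.23 CPM (SD, n = 2) to 13.2 ± 2.58 CPM (SD, n = 3), a log2 fold change of -0.94 ± 0.13 (SE, adjusted p = 0.021, edgeR). CPEB4 (chromosome 5, 173888280 to 173961976) changed by -0.89 ± 0.10 and FRK (chromosome 6, 115931149 to 116060758) by -0.82 ± 0.08 (SE, adjusted p = 0.0112 and 0.00765, edgeR). None of these 3 was called without any 1 of the siControl RPF libraries or with siControl replicates 2 and 3 summed, and their log2 fold changes stayed negative. The SIK1 call was also lost without siIGF2BP3 RPF replicate 2 or 3, and the CPEB4 call without siIGF2BP3 RPF replicate 2. SIK1 counts were fractional in 10 of the 12 libraries. FRK overlaps the pseudogene TPI1P3 on the opposite strand, which was at 44.7 CPM in siControl RPF over its 3 libraries, and its counts are uncertain. The largest rises were microRNA genes, which are not translated and gave no counts in any Input library. Their RPF counts need not be ribosome footprints. MIR148A (chromosome 7, 25949919 to 25949986) rose from 2.08 ± 0.38 CPM (SD, n = 2) to 8.52 ± 3.6 CPM (SD, n = 3), a log2 fold change of 2.06 ± 0.30 (SE, adjusted p = 0.0242, edgeR), and MIR30E (chromosome 1, 40754355 to 40754446) changed by 1.65 ± 0.27 (SE, adjusted p = 0.032, edgeR). MIR30E lies within NFYC on the same strand. Both lost the call with no filter, with the length offset, with siControl replicates 2 and 3 summed and without any 1 RPF library except siIGF2BP3 RPF replicate 1. MIR7-2 (chromosome 15, 88611825 to 88611934) and MIR7-3 (chromosome 19, 4770670 to 4770779) changed by 1.43 and 1.42 (adjusted p = 0.000301 for each, edgeR). Their values were nearly equal in every library and fractional in all 6 RPF libraries, so these 2 genes are 1 measurement of shared reads. They were not called with replicates 2 and 3 summed in both groups, and were called in the other alternatives, the recentred offsets aside.

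Translational efficiency was tested in 1 model over all 12 libraries. Of 13395 genes tested, 291 were called (edgeR interaction term, adjusted p under 0.05), with 109 rises and 182 falls. DESeq2 gave 194 rises and 198 falls, the length offset 122 and 110, and the GC offset 394 and 427. Recentred, the length offset gave 108 rises and 132 falls and the GC offset 350 and 450. Without siControl Input replicate 1 there were 93 rises and 96 falls. The count was 1350 without siIGF2BP3 RPF replicate 1, 126 without siControl RPF replicate 2, and 143 with siControl RPF replicates 2 and 3 summed. limma on the log2 ratios of same-numbered libraries called 0 genes, with 1609 genes at an unadjusted p under 0.05. SMIM15 (chromosome 5, 61157709 to 61162474) rose most, by 1.09 ± 0.08 (SE, adjusted p = 4.65e-07, edgeR). Its footprints went from 16.1 ± 0.18 CPM (SD, n = 2) to 41.3 ± 0.72 CPM (SD, n = 3), and its Input level from 55.8 ± 2.46 to 70.6 ± 2.10 CPM (SD, n = 3 each). ZNF91 (chromosome 19, 23304991 to 23395560), MTFMT (chromosome 15, 65001512 to 65029639) and CYP2S1 (chromosome 19, 41193049 to 41207539) followed, with TE changes of 0.83 ± 0.15, 0.82 ± 0.16 and 0.81 ± 0.18 (SE, adjusted p = 0.0051, 0.00693 and 0.0225, edgeR). After IGF2BP3, the largest falls were NABP1 (chromosome 2, 191678068 to 191696659), SIK1 and LMBR1L (chromosome 12, 49096551 to 49110900), at -0.85 ± 0.17, -0.81 ± 0.15 and -0.77 ± 0.19 (SE, adjusted p = 0.00925, 0.00635 and 0.0366, edgeR). DESeq2 gave no adjusted p for NABP1, MTFMT, CYP2S1 and LMBR1L. CYP2S1 and LMBR1L lost the call with siControl RPF replicates 2 and 3 summed and without several single libraries, siControl Input replicate 3 and siControl RPF replicate 2 among them. SMIM15, ZNF91, SIK1, NABP1 and MTFMT lost the call in limma alone. Counts were fractional in 10 of the 12 libraries for NABP1 and in 9 for ZNF91, so their values are uncertain.

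Whether footprint changes followed transcript changes was examined across the 13395 genes tested in both assays. The log2 fold changes correlated weakly across genes (Pearson r = 0.122, Spearman rho = 0.112), and genes are not independent replicates, so no p-value is given. The changes were small (SD over genes 0.19 in RNA and 0.18 in RPF), and measurement error of single genes lowers such a correlation. How far it did so was not estimated, so a weak correlation does not show that footprints fail to follow transcripts. Of the 819 genes called in Input among these, 462 (56.4%) had the same sign in RPF and 25 (3.05%) were called there in the same direction. Leaving out siIGF2BP3 RPF replicate 1 gave r = 0.0902 and 163 genes (19.8%) called in both in the same direction.

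The study selected 6 transcripts as bearing internal m7G, in assays other than these libraries. It also mapped m7G targets across the transcriptome and measured their half-lives. From ART-seq it states that m7G targets generally rose in level after knockdown, with little effect on translation. That wider set was not rebuilt here, and abundance is not half-life, so the 6 values do not test those statements. The median log2 fold change of the 6 was -0.01 in RNA, 0.03 in RPF and 0.06 in TE. Among 10000 random lists matched on expression these medians stood at percentiles 71, 67 and 76.1. NDRG1 (chromosome 8, 133237171 to 133302022) rose in Input from 568 ± 34.5 to 659 ± 23.6 CPM (SD, n = 3 each), a log2 fold change of 0.16 ± 0.05 (SE, adjusted p = 0.0422, edgeR), the 1 call of the list in RNA over all genes tested and also adjusted over the list alone. That call was lost with RLE or upper-quartile factors, with either offset and in 4 of the 6 fits that left out a library. In RPF and in TE 0 genes of the list were called over all genes tested, with 1 and 2 genes at an unadjusted p under 0.05. Adjusted over the list alone, 1 was called in RPF (BPNT2, log2 fold change 0.21, 3 of 3 siIGF2BP3 libraries above all siControl libraries) and 2 in TE (BPNT2, 0.21, and NDRG1, -0.34).

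A further list held 9 factors that the study names. These were METTL1 and WDR4, which write internal m7G, METTL3, which writes m6A, another modification, QKI, a reader of internal m7G, and the RNA decay factors EXOSC2, EXOSC3, EXOSC4, EXOSC7 and XRN2. Their median log2 fold changes were -0.03 in RNA, -0.04 in RPF and -0.01 in TE, at percentiles 28.7, 20.1 and 36.3 of matched random lists. METTL3 (chromosome 14, 21498133 to 21511375) was the 1 gene called in RNA, over all genes and adjusted over the list alone, at 79.6 ± 0.25 CPM in siControl and 96.5 ± 3.85 CPM in siIGF2BP3 Input (SD, n = 3 each). Its log2 fold change was 0.23 ± 0.05 (SE, adjusted p = 0.00753, edgeR), and the call was lost without siIGF2BP3 Input replicate 3. It overlaps TOX4 on the opposite strand. METTL3 was also the 1 gene called in TE (-0.33 ± 0.08, SE, adjusted p = 0.0332, edgeR), a call lost in 17 of 28 alternatives, 10 of which left out a library. In RPF 0 genes were called over all genes tested, with 1 at an unadjusted p under 0.05, and 1, QKI (-0.23 ± 0.05, SE, adjusted p = 0.0749, edgeR), adjusted over the list alone.

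Gene sets fixed beforehand were tested with camera in each comparison, with adjustment over the 12 combinations of 4 sets and 3 comparisons. Cytosolic ribosomal protein genes (79 genes) fell in RNA (median log2 fold change -0.10, 75 of 79 below 0, adjusted p = 6.87e-17), rose in RPF (0.10, 73 of 79 above 0, adjusted p = 8.68e-07) and rose in TE (0.21, 78 of 79 above 0, adjusted p = 7.75e-26). The directions were the same with TMM, RLE and upper-quartile factors. With fry the RPF and TE calls held (adjusted p = 0.0212 each) and the RNA call did not (0.162). With a correlation estimated per set none of the 3 held (adjusted p = 0.346, 0.189 and 0.189). Interferon-stimulated genes fell in RPF (27 genes, median -0.07, 17 of 27 below 0, camera adjusted p = 0.026), which held with fry (0.0212) and not with an estimated correlation (0.189) and which was lost without siControl RPF replicate 1 (0.0561) or siIGF2BP3 RPF replicate 1 (0.198). ATF4 targets (28 genes) were not called in any comparison (adjusted p = 0.935, 0.572 and 0.472 in RNA, RPF and TE).

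Library composition differed between the conditions within each assay. The 13 mitochondrial mRNAs took 2.06 ± 0.03% of the counts in siControl Input and 1.68 ± 0.09% in siIGF2BP3 Input (SD, n = 3 each), with every siIGF2BP3 library below every siControl library (exact two-sided permutation p = 0.1, the smallest that 3 against 3 libraries can give). In RPF they took 0.432 ± 0.01% in siControl (SD, n = 2) and 0.500 ± 0.04% in siIGF2BP3 (SD, n = 3), with the order inverted (exact permutation p = 0.1 over the 3 libraries of each group, and 0.2 with siControl replicates 2 and 3 as 1 sample, the smallest that 2 against 3 can give). The 10 most abundant genes took 8.33 ± 0.04% of siControl Input counts and 7.79 ± 0.06% of siIGF2BP3 Input counts (SD, n = 3 each; exact permutation p = 0.1), and 11.7% of the RPF counts in both conditions. Gene by gene, all 13 mitochondrial mRNAs were called as falling in Input (log2 fold changes from -0.45 to -0.21, edgeR), 5 were called as rising in RPF (0.10 to 0.48 over the 13), and all 13 were called as rising in TE (0.44 to 0.78). The number called in RPF was 0 with siControl RPF replicates 2 and 3 summed, 0 with the length offset, 0 without any 1 of the other 5 RPF libraries and 13 without siIGF2BP3 RPF replicate 1. It was 3 with upper-quartile factors, 6 with a mean of at least 5 CPM and with protein-coding genes only, 8 with DESeq2 and 9 with the GC offset. In TE the number called was 0 with limma, 11 with the summing of replicates 2 and 3 in both groups and 13 in the other alternatives, which leave out the added fold change (7 of the 13 changes were under 0.58) and the recentred offsets. In Input 11 were called without siControl replicate 3, siIGF2BP3 replicate 1 or siIGF2BP3 replicate 2. The directions held in each of these alternatives. Mitochondrial RNA that is not translated also rose in RPF. Mitochondrial rRNA took 1.36 ± 0.11% of the counts in siControl RPF (SD, n = 2) and 1.70 ± 0.08% in siIGF2BP3 RPF (SD, n = 3). The exact permutation p was 0.1 over the 3 libraries of each group. All 8 mitochondrial tRNA genes called in RPF rose. The RPF and TE rises of the mRNAs therefore need not reflect translation. The number of genes with at least 10 counts was 14737 ± 215 in siControl Input and 14734 ± 159 in siIGF2BP3 Input (SD, n = 3 each), a difference below the spread.

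**Figure D3:**
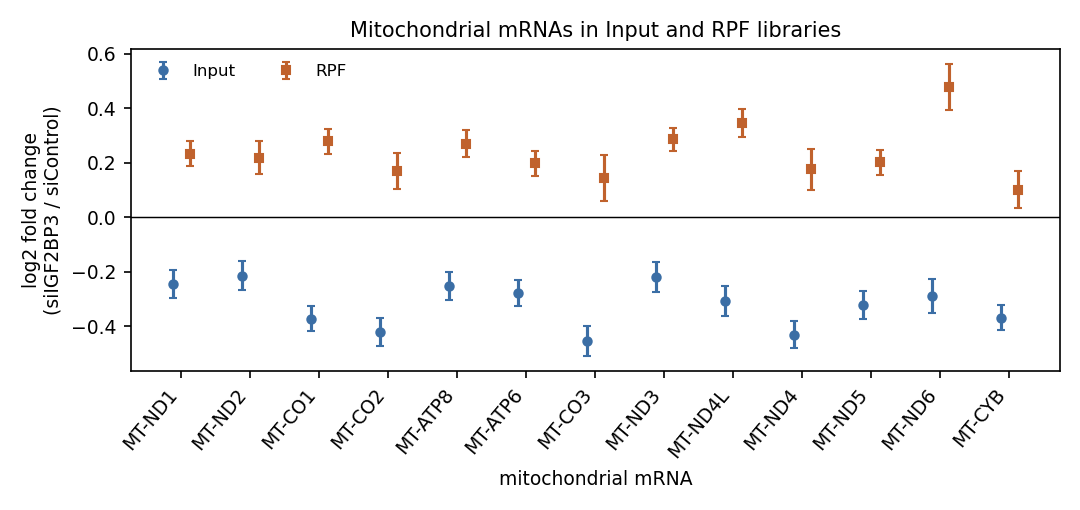
Log2 fold change of siIGF2BP3 against siControl (vertical axis) for the 13 mitochondrial mRNAs (horizontal axis) in Input (circles) and RPF libraries (squares); error bars are 1 SE of the edgeR estimate. All 13 lie below 0 in Input (-0.45 to -0.21) and above 0 in RPF (0.10 to 0.48).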

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

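The GC offset, the recentred offsets, the summing of replicates and the addition or subtraction of pseudogene counts were chosen after the data were seen, and the other alternatives before. For single genes below the threshold in both settings a change of sign is not counted as a reversal, and none of the genes named in the text reversed. Among all RPF calls, 1 changed sign with the length offset and 2 with the replicate block and length offset.

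The RNA count of 879 genes stayed within 1.5 times under every alternative except the added fold change of 0.58 (64 genes) and the leaving out of single libraries, which gave 444 to 907 genes across 6 fits. Of the 879, 768 were also called with the GC offset, 720 with the length offset and 645 with DESeq2, each in the same direction; DESeq2 gave no adjusted p for 118.

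The RPF count of 336 depended on the libraries far more than on the test. It was 140 with the added fold change, 667 with DESeq2, 198 with protein-coding genes only, 210 with the length offset and 1235 with the GC offset. Recentring these offsets gave 210 and 1057. It was 14 with siControl RPF replicates 2 and 3 as 1 library, 4 with replicates 2 and 3 as 1 library in both groups, and 11 to 3410 across the 6 fits that each left out a library. The highest came without siIGF2BP3 RPF replicate 1, where the 2 siIGF2BP3 libraries left were close to counting noise (mean chi-square 1.15). The next highest was 70. The 14 and the 11 genes were all among the 336. Fewer libraries lower the count by construction; the cause of the other changes was not tested. The 4 genes called with replicates 2 and 3 summed in both groups compare 2 with 2 libraries.

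The TE count of 291 was 72 with the added fold change, 0 with limma on log2 ratios (1609 genes at an unadjusted p under 0.05), 821 with the GC offset (800 recentred), 143 with siControl RPF replicates 2 and 3 as 1 library and 100 with these summed in both groups. Across the 12 fits that each left out a library it was 126 to 1350, the highest without siIGF2BP3 RPF replicate 1. The cause was not tested for the GC offset and limma.

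The samples were not treated as pairs, because not every correlation of same-numbered libraries was over 0.1. Across genes, deviations of same-numbered libraries from their group means correlated at 0.0042, -0.0501 and -0.0257 in Input, and at 0.366, 0.269 and 0.0995 in RPF, where libraries 2 and 3 of different numbers also correlated (0.193 and 0.148). Input and RPF of the same number correlated at -0.134 to 0.0216. With the replicate block the counts were 931 (RNA), 379 (RPF) and 228 (TE); with the block and the length offset 1085, 281 and 182; with the block and the GC offset 1048, 1392 and 869; and with a block for each culture TE gave 121. With the block the RPF calls were 293 rises and 86 falls and included 233 of the 336, and 2 of the 13 mitochondrial mRNAs were called in RPF (1 with the block and the length offset, 10 with the block and the GC offset). CRYM was not called in RNA with the block, and CYP2S1 and METTL3 were not called in TE with the block for each culture. The IGF2BP3 call held with the replicate block in all 3 comparisons.

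The added fold change and the recentred offsets were applied to the counts of called genes only. Under the other alternatives IGF2BP3 kept its sign and its call in RNA and RPF, although its RNA change of -0.39 is smaller than the added fold change. In TE it kept both except with limma on log2 ratios (log2 fold change -1.195, not called; cause not tested).

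For the 6 m7G transcripts the RNA median was -0.038 with the length offset, -0.037 with block and length offset, -0.039 with the GC offset and -0.038 with block and GC offset, and -0.042 to 0.008 across leave-out fits. The TE median was 0.116 with the length offset, with or without block, and -0.007 to 0.104 across leave-out fits. In RNA 0 genes of this list were called with RLE or upper-quartile factors or with either offset, with or without block, and 0 to 1 in leave-out fits. In RPF 1 was called with DESeq2 and 0 to 2 in leave-out fits. In TE 1 was called with DESeq2, TMM over all 12 libraries and the GC offset, with or without block, and 0 to 2 in leave-out fits. For the 9 factors the RNA median was -0.073 with block and GC offset, and the RPF median -0.048 to -0.015 in leave-out fits. In RNA 2 were called with the length offset, with or without block, and 0 to 1 in leave-out fits. In RPF 1 was called with DESeq2 and with the GC offset, with or without block, and 0 to 1 in leave-out fits. In TE 0 were called with the length offset (with or without block), the culture block, TMM over all 12 libraries, limma and either summing of replicates, and 0 to 1 in leave-out fits. The cause was not tested.

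For ribosomal protein genes, fry gave an adjusted p of 0.162 in RNA, and an estimated correlation gave 0.346 in RNA and 0.189 in both RPF and TE. For interferon-stimulated genes in RPF an estimated correlation gave 0.189. Across leave-out fits the adjusted p was 0.00878 to 0.198 for interferon-stimulated genes in RPF. The interferon call in RPF was lost in 2 of 6 leave-out fits. The causes were not tested.

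The correlation of RPF with RNA changes was r = 0.111 and rho = 0.0939 with the GC offset, rho = 0.127 with the length offset, and r = 0.0902 to 0.125 and rho = 0.0716 to 0.119 across leave-out fits. The share of RNA calls with the same sign in RPF was 58.5% with DESeq2, 62.0% with the length offset, 61.0% with the GC offset and 52.5% to 58.1% in leave-out fits. The share called in both was 11.4% with the GC offset and 0.486% to 19.8% in leave-out fits. The spread used here is the SD over the leave-out fits. Among protein-coding genes only, the difference in the share of the 10 most abundant Input genes was -0.736 percentage points, against -0.537 over all genes. The cause was not tested.

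Over the 73 gene and comparison pairs named singly, 25 of them called, the alternatives other than leaving out a library gave 900 values on the same side of the threshold, 44 calls lost and 10 gained, and leaving out a library gave 509, 67 and 6.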

Other observations

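The tests of depth, of a wrong label and of handling for siIGF2BP3 RPF replicate 1, the tests of fractional counting, the pseudogene test, the test of nuclear copies in RPF, the GC and length tests of the mitochondrial mRNAs and of the split between rises and falls, and the counts with summed replicates were chosen after the results they bear on had been seen.

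The numbers of called genes were compared with other splits of the same libraries. Of the 10 splits of the 6 Input libraries, 1 (the real one) gave as many as 879 genes, and the highest count in another split was 14. Of the 10 splits of the 6 RPF libraries, 1 (the real one) gave as many as 336, and the others gave 0. With 10 splits the share cannot go under 0.1. Counts simulated with no change gave 0 calls in the RNA design and 4 in the RPF design, but those libraries were independent draws, unlike the real RPF libraries. For TE 100 splits were drawn, and 2 gave at least 291 genes. The other one, with 754 genes, exchanged the labels of all RPF libraries and kept those of the Input libraries, so it tests the sum of the RNA and RPF changes where the real split tests their difference.

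siIGF2BP3 RPF replicate 1 lay apart from replicates 2 and 3 and decided how many genes were called in RPF and TE. Lower depth alone is argued against, because the mean chi-square per gene against replicate 2 was 19.8 after scaling, where counting noise gives 1 and the largest value outside this library was 3.54. A siControl library under the wrong label is argued against by its IGF2BP3 level of 21.9 CPM, below the 25.2 and 28.0 CPM of its group and far from the 74.6 to 78.1 CPM of siControl RPF. Trends on GC content and gene length as whole causes are argued against by chi-squares of 14.3 and 21.1 after the trend was removed, although GC content took part of the distance. Reads of structural RNA (snRNA took 4.24% of its counts, against 2.59% to 2.67% in replicates 2 and 3) are argued against as the whole cause by 15.3 among protein-coding genes. Its deviation from its group went with that of siControl RPF replicate 1 (r = 0.366 across the 20192 genes tested, and 0.117 across the 13395 genes of the TE comparison), so handling shared by the RPF libraries numbered 1 may account for a part. The labels give no batch, and a difference in the cells of this replicate stays open and untested.

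siControl RPF replicates 2 and 3 differed by no more than counting noise over all genes (0.941). Fractional counts, which lower the spread, may account for the value under 1, as genes with whole-number counts gave 1.05 and protein-coding genes 1.06, both above noise. That this pair lies closer than the pairs with replicate 1 is argued against as an effect of fractional counts, since over whole-number genes those pairs gave 1.35 and 1.24. One library sequenced more than once is a candidate explanation that the counts do not settle. No biological explanation was tested, since both carry the same group label.

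IGF2BP3 itself fell by 0.39 on the log2 scale in Input and by 1.59 in RPF. Footprints shared with its 2 pseudogenes are argued against as the whole reason. The pseudogenes fell further than IGF2BP3, so reads shared with them would deepen its fall, but with their counts subtracted it was still -1.35 in RPF, against -0.39 in Input. This removes the shared reads only if each was split equally between its alignments, and how shared reads were counted is not stated. The test of the difference is the TE change, which was -1.19 (adjusted p = 4.65e-07, edgeR) and, with the pseudogene counts subtracted, -0.95 (adjusted p = 1.56e-05, edgeR). A biological reading, that translation of the remaining transcripts was lower, stays open, and so does Input RNA that ribosomes do not reach, such as nuclear or partly cleaved transcripts, which these counts per gene do not separate.

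The 13 mitochondrial mRNAs fell in Input, rose in RPF and rose in TE. For the fall in Input, reads shared with 404 nuclear copies of mitochondrial genes are argued against, since the copies held 0.0495% of siControl Input counts while the share of the mRNAs changed by -0.383 percentage points, and the copies fell too. For the rise in RPF they stay open, since the copies held 0.178% of siControl RPF counts and rose by 0.0331 percentage points while the mRNAs rose by 0.0650, all as means over the 3 libraries of each group. Trends on GC content and gene length as whole causes of the fall are argued against, because 13 of 13 were still called as falling in Input with either offset (median log2 fold change -0.316 with the GC offset and -0.396 with the length offset). Neither the TMM, RLE nor upper-quartile factors changed a direction. The rise in RPF was not confined to translated mitochondrial RNA, since mitochondrial rRNA and the called mitochondrial tRNA genes rose there too. A lower yield of mitochondrial RNA in the siIGF2BP3 Input libraries and a change in the cells after IGF2BP3 knockdown both stay open, and neither was tested.

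Long non-coding RNA genes were higher in siIGF2BP3 Input, with 807 of 1335 above 0 and a median log2 fold change of 0.08 against 0.05 for protein-coding genes of like abundance. The excess over matched genes was 0.0415 with the GC offset and 0.0261 with the length offset. The lncRNA median then stood at percentiles 100 and 99.97 of 10000 random lists, which argues against these trends as whole causes. A list of 15 transcripts retained in the nucleus, written before their values were seen, had a median of 0.184 with 13 of 15 above 0, higher than 99.99% of matched lists. A larger share of nuclear RNA in the siIGF2BP3 Input libraries is consistent with this. It may come from lysis or from the cells, which were not separated. As a hypothesis, the same shift could bear on TE, where a lower share of cytoplasmic mRNA in Input would raise ratios such as those of the ribosomal protein genes (median log2 fold change -0.10 in Input and 0.10 in RPF).

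More genes rose than fell in Input, where rises made up 68.0% of the calls. The share was 41.7% with the GC offset and 38.9% with the length offset, but both offsets also moved the median log2 fold change of all genes down, from 0.00 to -0.02 and -0.03, and such a shift turns rises into falls by construction. With the offsets recentred on the median of all genes it was 62.1% and 65.2%, but recentring restores the zero of the fit without an offset. The share moves with that zero, since it was 62.7% with RLE factors and 58.7% with upper-quartile factors, at medians of -0.004 and -0.008. These fits therefore cannot decide whether the trends account for the excess. Of the 598 rising genes, 81.4% were still called as rising with the GC offset before recentring. The excess rested in part on 1 library, since without siControl Input replicate 1 the share was 51.8%. A cause in the cells was not separated from one in the libraries.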
